A study of Homo sapiens with 6 samples. Its data were reported in "Discovery and characterization of a novel telomerase alternative splicing isoform that protects lung cancer cells from chemotherapy induced cell death" (2025).

How the data were processed

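Long-read cDNA sequencing of Calu-6 cells, an established line from a human lung carcinoma, was examined in 6 libraries. The cells had been transfected for 48 h with 10 nM of a non-targeting siRNA (siControl) or of an siRNA against the exon 1 to exon 5 junction of the TERT Delta 2-4 splice variant (siDelta2-4), with 3 libraries in each group. The groups were taken from the sample labels. The 6 count columns were matched to the groups by the siRNA in their names, and no column was left out. Within a group a library is named by its total count (highest, middle or lowest), because the labels gave no replicate numbers that could be matched to the columns. The column names also carried the word used by the study for cells with an empty expression vector, while the labels called the cells wild type, and this difference was left open.

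The deposited values were raw counts of long reads per transcript model, which the authors had made from PCR-cDNA libraries sequenced on 1 flow cell for 72 h. Per the labels and the methods of the study, the authors aligned reads to GRCh38 with minimap2, corrected them with TranscriptClean and annotated them with TALON against Gencode 44. The authors kept unannotated models with at least 5 reads in 3 samples and did not normalise the deposited counts. The values were whole numbers. Each unannotated model (a TALON model outside the annotation) had at least 5 counts in all 3 siDelta2-4 libraries, and every model in the table, annotated or not, had at least 1 count in siDelta2-4. Deposited lengths of the models, in bases, were used for the tests on transcript length.

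Counts were summed per gene. Gene coordinates, strand and type were taken from Gencode 44 on GRCh38 for the 8168 annotated genes, all of which matched by identifier and version. Genes and models that TALON had added are given under their TALON identifiers, for which no coordinates were used here. Genes were tested with edgeR 4.0.16 in R 4.3.3: filterByExpr, TMM normalisation, a quasi-likelihood fit of the 2 groups with no covariate, two-sided tests and Benjamini-Hochberg adjustment, with genes called at an adjusted p under 0.1. Transcript models were tested in the same way, and transcript usage within genes with the gene-level test of diffSpliceDGE. CPM values were computed on TMM-scaled totals, and log2 CPM with a prior count of 2. The SE of a log2 fold change is the log2 fold change divided by the square root of the quasi-likelihood F.

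Families of genes were tested with camera in limma 3.58.1 on log2 CPM, with a preset correlation of 0.01. Of the 7 families, 5 were defined by gene symbols and 2 were the lists of translation and mitochondrial genes named by the study. Each family's share of the library count was compared with an exact two-sided permutation test, which with 3 libraries against 3 gives no p below 0.1. Libraries were compared by Pearson correlation, Euclidean distance and principal components of log2 CPM. Length was tested by Spearman correlation across genes, which are not independent replicates. For the siRNA seed test, the last 3000 bases of each gene's most counted annotated transcript were searched for the 7-base sites of both siRNA strands, and the difference in median log2 fold change was ranked among 10000 random sets matched on mean expression.

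The genes named in the text were the target, the genes the study named from this experiment, and the 5 higher and 5 lower genes with the largest absolute log2 fold change among called genes whose CPM did not overlap between groups. Any other gene named was chosen after its values were seen. The tests, families, named-gene rule and main list of alternatives were fixed before the data were examined. The alternatives were the DESeq2 1.42.0 Wald test, DESeq2 size factors, library totals alone, TMM without ribosomal protein and mitochondrial genome genes, no filter on low counts, at least 10 counts in every library, an adjusted p under 0.05, fold and p limits like those of the study's volcano plot (unadjusted p under 0.01 and an absolute log2 fold change above 1.5), a per-library loess trend on length removed (span 0.4), annotated genes alone, and each library left out in turn. For families, fry and a correlation estimated from the data were added, and for the library comparison a variance-stabilising transformation and the 500 most variable genes. Chosen after seeing the data were fits on known transcript models alone, with or without trends on length and GC content removed, fits on protein-coding genes of known models, a block on the number in the column names, the same row rule for both groups (unannotated models with at least 5 counts in every library and known models counted in both groups), and seed tests matched also on length.

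The scripts were tested on simulated counts drawn from the means and library sizes of these libraries with 200 genes changed. At changes of 1.5-fold, 2-fold and 3-fold, the gene test recovered 47%, 79.5% and 92.5% of the changed genes, and 8.74%, 7.02% and 8.41% of its calls were false. With no gene changed it made 0 calls, and 5.33% of 3768 genes had an unadjusted p under 0.05. The simulated genes were drawn independently, with no trend on length and no difference between libraries beyond depth and random spread. These rates therefore do not show how many calls on the real counts were false.

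Library totals ran from 1037468 to 1309241 counts. A count of 3, the upper limit allowed by a count of 0 at 95% confidence, was 2.29 to 2.89 CPM. The reads were PCR products without molecular identifiers and so were not independent molecules, and these floors cover counting error only. The labels gave no batch that divides the libraries. The reads were not stated to have been oriented to the strand of the RNA before counting. Overlapping genes and antisense genes are therefore reported as uncertain, as are genes with near-identical retrocopies. TERT had no row in the table and was not analysed here.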

Results

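Counts of long cDNA reads were compared between 3 Calu-6 libraries treated with siControl and 3 treated with siDelta2-4, to ask which genes changed when the Delta 2-4 variant of TERT (telomerase reverse transcriptase) was targeted. The siControl libraries held 1106413, 1077555 and 1037468 counts, and the siDelta2-4 libraries held 1070009, 1183889 and 1309241 counts. The table held 21472 transcript models of 10072 genes. The targeted gene, TERT, had 0 rows in the count table, so its knockdown was not analysed here.

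Annotated models that matched a reference transcript held 45.3% of all counts, and models of genes that TALON placed antisense to annotated genes held 22.0% ± 0.37 of the siControl counts and 22.0% ± 0.41 of the siDelta2-4 counts (SD, n = 3 each). Genes with at least 1 count numbered 7071 ± 74.7 in siControl and 8095 ± 168 in siDelta2-4 (SD, n = 3 each, exact two-sided permutation p = 0.1, the smallest possible). Every row of the table had a count in siDelta2-4, whereas 1887 genes had none in siControl. With each library drawn down to 1000000 counts, and over genes counted in both groups, the numbers were 6940 ± 107 and 7087 ± 33.5 (exact two-sided permutation p = 0.2), a comparison that leaves out any gene gained. Genes lost entirely after siDelta2-4 treatment could not be seen in this table.

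The mean Pearson correlation of log2 CPM across genes was 0.983 over the 6 pairs of libraries within groups and 0.975 over the 9 pairs between groups. Principal component 1 held 42.9% of the variance. On it the siControl libraries with the highest and middle totals lay at -16.9 and -15.2, and the siDelta2-4 libraries lay from 8.71 to 13.8. The siControl library with the lowest total lay between them at -0.36, and joined the siDelta2-4 libraries when the tree of Euclidean distances was split into 2 clusters. The alternative that moved the comparison most was the use of the 500 most variable genes, which raised the difference between the within-group and between-group correlations from 0.0079 to 0.131. The SD of the within-group correlations rose with it, from 0.0038 to 0.064, so the larger difference was no sharper separation relative to this spread.

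Of 3888 genes tested, which held 98.8% of the counts, 504 had an adjusted p under 0.1 in edgeR's quasi-likelihood test, 272 higher and 232 lower in siDelta2-4. At an unadjusted p under 0.05 there were 900 genes. The median absolute log2 fold change of the called genes was 0.57, and 68 of them exceeded 1. CPM did not overlap between the groups for 469 of the called genes and for 1010 of all tested genes (26%), against the 10% that chance gives with 3 libraries against 3. The calls included 248 of 1989 protein-coding genes, 194 of 1521 genes added by TALON, 35 of 214 long non-coding RNA genes and 20 of 132 pseudogenes. Of the alternatives, the one that moved the count most upward was leaving out the siControl library with the lowest total, which gave 1041 genes, and the one that moved it most downward, apart from fold limits, was leaving out the siDelta2-4 library with the middle total, which gave 194. With library totals as the only scaling, the calls were 361 higher and 152 lower, so the balance of directions depended on the scaling.

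**Figure D1:**
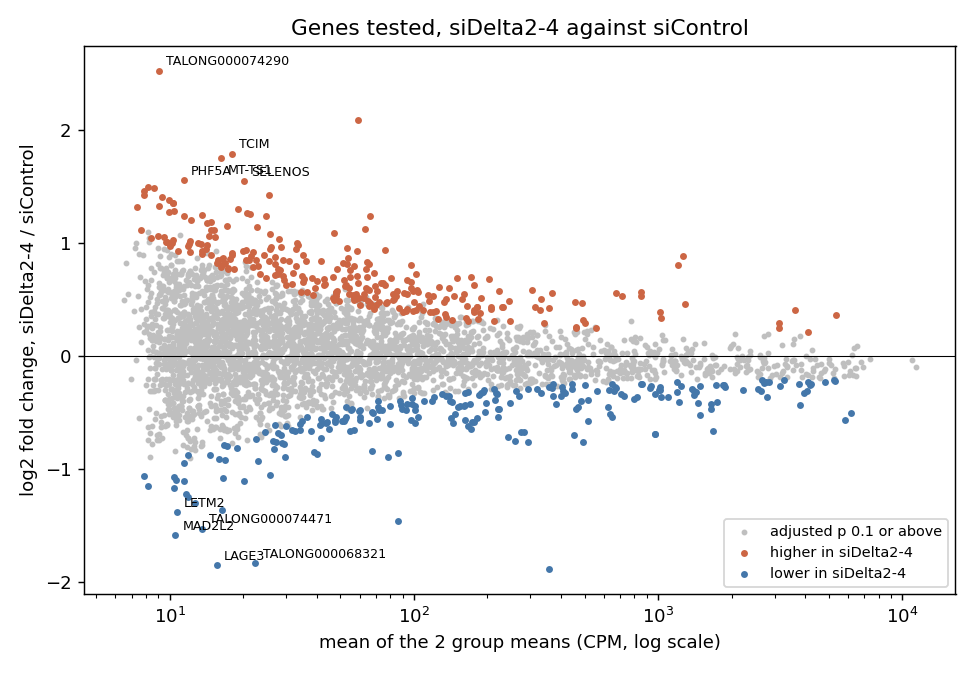
Log2 fold change (siDelta2-4 over siControl) of the 3888 tested genes against the mean of the group means in CPM on a log scale, with one point per gene. Colours mark the 272 higher and 232 lower genes called by edgeR, and labels mark the 10 named for the largest changes.

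The 5 higher genes with the largest changes were a TALON antisense gene, TCIM, MT-TS1, PHF5A and SELENOS, and each adjusted p below is from edgeR's quasi-likelihood test. The antisense gene TALONG000074290 rose from 2.57 ± 1.99 to 15.5 ± 4.09 CPM (SD, n = 3), with a log2 fold change of 2.52 ± 0.46 (SE, adjusted p = 0.000953). TCIM (ENSG00000176907.5, GRCh38 chromosome 8, 40153482 to 40155310) rose from 8.0 ± 4.40 to 27.9 ± 2.81 CPM, with a log2 fold change of 1.79 ± 0.33 (adjusted p = 0.000911). The mitochondrial serine tRNA gene MT-TS1 (ENSG00000210151.2, chromosome M, 7446 to 7514) rose from 7.39 ± 1.48 to 24.9 ± 7.36 CPM, with a log2 fold change of 1.75 ± 0.33 (adjusted p = 0.00122). It lies on the minus strand among plus-strand genes of the same genome. Its origin was uncertain because the reads were not known to be oriented to the strand of the RNA. PHF5A (ENSG00000100410.8, chromosome 22, 41459717 to 41468692) rose from 5.77 ± 2.51 to 17.1 ± 5.66 CPM, with a log2 fold change of 1.55 ± 0.38 (adjusted p = 0.0117). Without the siDelta2-4 library with the middle total, its value was 1.25 (adjusted p = 0.129). SELENOS (ENSG00000131871.15, chromosome 15, 101270817 to 101277500) rose from 10.3 ± 2.42 to 30.1 ± 3.97 CPM, with a log2 fold change of 1.55 ± 0.28 (adjusted p = 0.000911).

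The 5 lower genes were LAGE3, MAD2L2, LETM2 and 2 TALON antisense genes, tested in the same edgeR fit. LAGE3 (ENSG00000196976.8, chromosome X, 154477775 to 154479281) went from 24.4 ± 3.90 to 6.78 ± 2.65 CPM (SD, n = 3), with a log2 fold change of -1.85 ± 0.33 (SE, adjusted p = 0.000695). MAD2L2 (ENSG00000116670.16, chromosome 1, 11658918 to 11691811) went from 16 ± 2.82 to 5.09 ± 2.80 CPM, with a log2 fold change of -1.59 ± 0.38 (adjusted p = 0.00965). It had 69 counts, as did FBXO6, which overlaps it on the other strand and had a log2 fold change of -1.10 (adjusted p = 0.0655). LETM2 (ENSG00000165046.13, chromosome 8, 38386207 to 38409527) went from 15.4 ± 1.60 to 5.97 ± 3.19 CPM, with a log2 fold change of -1.38 ± 0.38 (adjusted p = 0.0236), and lost its call without the siDelta2-4 library with the highest total (-0.97, adjusted p = 0.185) and without the siControl library with the middle total (-1.30, adjusted p = 0.103). The antisense genes TALONG000068321 and TALONG000074471 had log2 fold changes of -1.84 ± 0.28 (adjusted p = 0.000119) and -1.53 ± 0.33 (adjusted p = 0.00356). Antisense genes are reported as uncertain.

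Of the genes named by the study from this experiment, 22 were tested, and all 22 changed in the direction given by the study with an adjusted p under 0.1 in edgeR. Adjusted over the list alone, the count was also 22. The study chose these genes on the same samples, so this was not independent evidence. CPM did not overlap between groups for 21 of them, the exception being RPS21. DKK1 (ENSG00000107984.10, chromosome 10, 52314281 to 52318042) rose from 29.9 ± 9.01 to 53.9 ± 9.13 CPM (SD, n = 3), with a log2 fold change of 0.84 ± 0.21 (SE, edgeR adjusted p = 0.0140). The gene PRKG1-AS1, on the other strand at this locus, had 229 counts to the 285 of DKK1 and a log2 fold change of 1.00. Outside these counts, the study measured DKK1 by droplet digital PCR. It reported a rise after the knockdown, which siRNA-resistant Delta 2-4 attenuated. The pair of genes that did not pass the filter were ENSG00000272688 and MSMP. ENSG00000272688 (chromosome 18, 3245288 to 3247433) had 0 counts in siControl and 5, 4 and 7 in siDelta2-4. This was at least 1.60-fold higher against a floor of 3 counts in each siControl library, not in the pooled group. MSMP (chromosome 9, 35752990 to 35756613) had 2, 4 and 4 counts in siControl and 18, 10 and 13 in siDelta2-4.

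Families of genes were tested to address the study's themes of translation and mitochondrial energy production. By camera, the 11 tested protein genes of the mitochondrial genome were higher in siDelta2-4, with a median log2 fold change of 0.43 and 11 of 11 higher (adjusted p = 0.000235 in limma). Their share of the counts was 0.296% ± 0.0162 in siControl and 0.408% ± 0.0206 in siDelta2-4 (SD, n = 3 each, exact two-sided permutation p = 0.1, adjusted p = 0.175 over 7 families). The share of mitochondrial ribosomal RNA was 0.721% ± 0.0407 and 0.954% ± 0.0352 (SD, n = 3 each, exact two-sided permutation p = 0.1). The 84 cytosolic ribosomal protein genes were slightly lower, with a median of -0.085 and 70 of 84 lower (camera adjusted p = 0.000377). With library totals as the only scaling their median was -0.015 and 50 of 84 were lower. Their share of the counts, 19.8% ± 0.594 in siControl and 19.4% ± 0.581 in siDelta2-4, differed by less than the spread between libraries (SD, n = 3 each, exact two-sided permutation p = 0.4). This difference of -0.403 points ranged from -0.140 without the siDelta2-4 library with the middle total to -0.740 without the siControl library with the lowest total. The 80 nuclear respiratory chain genes had a median of -0.080, with 55 lower (camera adjusted p = 0.00407), and a median of -0.0078 with library totals as the only scaling. The 33 translation factors had a median of 0.19, with 25 higher (camera adjusted p = 0.0237), but their shares of 0.715% ± 0.0593 in siControl and 0.801% ± 0.0419 in siDelta2-4 overlapped between the groups (SD, n = 3 each, exact two-sided permutation p = 0.3). The share of the nuclear respiratory chain was 2.91% ± 0.0957 and 2.87% ± 0.0606 (SD, n = 3 each, exact two-sided permutation p = 0.6). The 67 mitochondrial ribosomal protein genes had a median of 0.032 (camera adjusted p = 0.935). Their share, however, was 0.524% ± 0.00944 in siControl and 0.551% ± 0.0132 in siDelta2-4, without overlap between the groups (SD, n = 3 each, exact two-sided permutation p = 0.1, adjusted p = 0.175 over 7 families). Under fry, the calls for the mitochondrial genome (adjusted p = 0.0209) and the translation factors (adjusted p = 0.0209) held, and those for the cytosolic ribosomal proteins (adjusted p = 0.265) and the nuclear respiratory chain (adjusted p = 0.221) did not. With the correlation estimated from the data, which moved the families most, no call held, and the smallest adjusted p was 0.252.

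**Figure D2:**
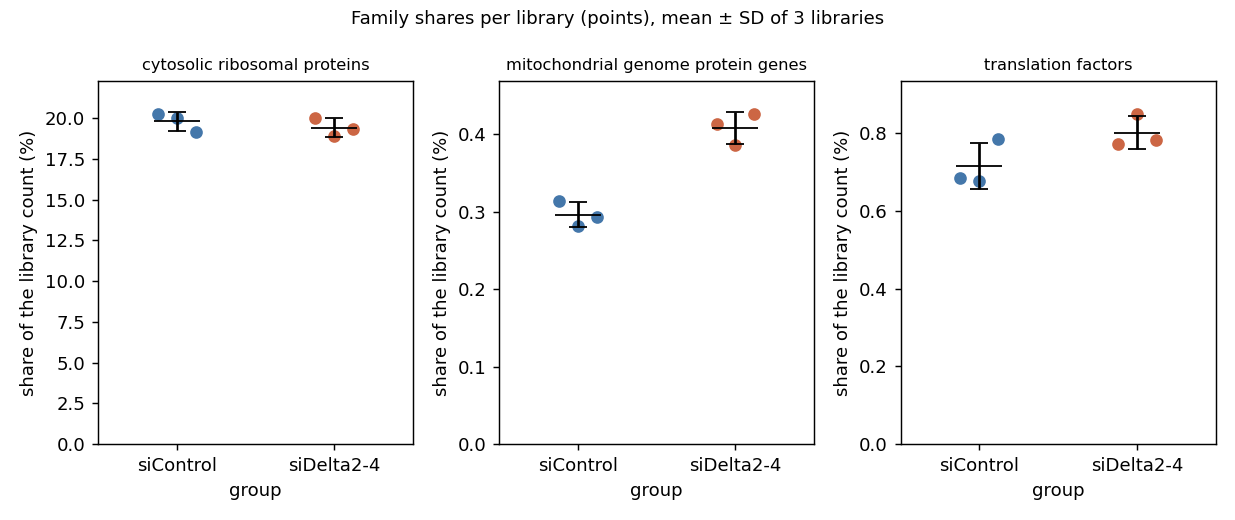
Share of each library's counts (%) in 3 families, with one point per library and bars for the mean and SD of the 3 libraries in each group. The mitochondrial genome protein genes lay from 0.282% to 0.313% in siControl and from 0.386% to 0.426% in siDelta2-4, while the shares of the cytosolic ribosomal proteins overlapped.

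The study's 12 translation genes were all lower, with log2 fold changes from -0.57 (MRPL11) to -0.23 (RPL35) and a median of -0.36. The study chose this list and its list of mitochondrial genes on the same libraries, so tests of the lists were not independent evidence and none is read as a call. Their share of the counts was 2.00% ± 0.101 in siControl and 1.70% ± 0.0283 in siDelta2-4 (SD, n = 3 each, exact two-sided permutation p = 0.1). RPL36 (ENSG00000130255.13, chromosome 19, 5674947 to 5691875) went from 1749 ± 178 to 1214 ± 47.1 CPM (SD, n = 3), with a log2 fold change of -0.53 ± 0.08 (SE, edgeR adjusted p = 0.000185). It shares its locus with MICOS13 on the other strand, which had 11130 counts to its 9804 and a log2 fold change of -0.67. RPL10, RPL32 and RPL35 also lay opposite a gene with a similar or larger count, and RPL13A and RPL10 had fewer counts than their annotated retrocopies, so the reads could be split between copies. RPL35 and RPS21 each lost their call when the trend on length was removed (-0.11, adjusted p = 0.203, and -0.13, adjusted p = 0.267). Over the 6 fits that each left out 1 library, RPL35 and RPS21 lost their calls in 5 each, RPL28 and RPL32 in 4 each, RPL38 in 3, RPS15 in 2 and RPS2 in 1, and all kept their direction. The study's 4 mitochondrial genes were all higher, with log2 fold changes of 0.47 for CYCS, 0.49 for MT-ND1, 0.68 for MT-CYB and 0.46 for MT-CO2.

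Log2 fold change and transcript length were correlated across the 3888 tested genes (Spearman rho = 0.326, which treats genes as the units). The median length of the higher genes was 1409 nt, of the lower genes 774 nt and of all tested genes 1143 nt. Per library, the rho of length with the deviation from the mean of the 6 libraries was -0.318, -0.326 and 0.123 in the siControl libraries with the highest, middle and lowest totals, and 0.137, 0.362 and 0.145 in the siDelta2-4 libraries with the lowest, middle and highest totals. The alternative that moved the correlation most left out the siDelta2-4 library with the middle total and gave 0.246. With the trend on length removed, 451 genes were called, 206 higher and 245 lower, and 312 of the 504 calls were kept.

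**Figure D3:**
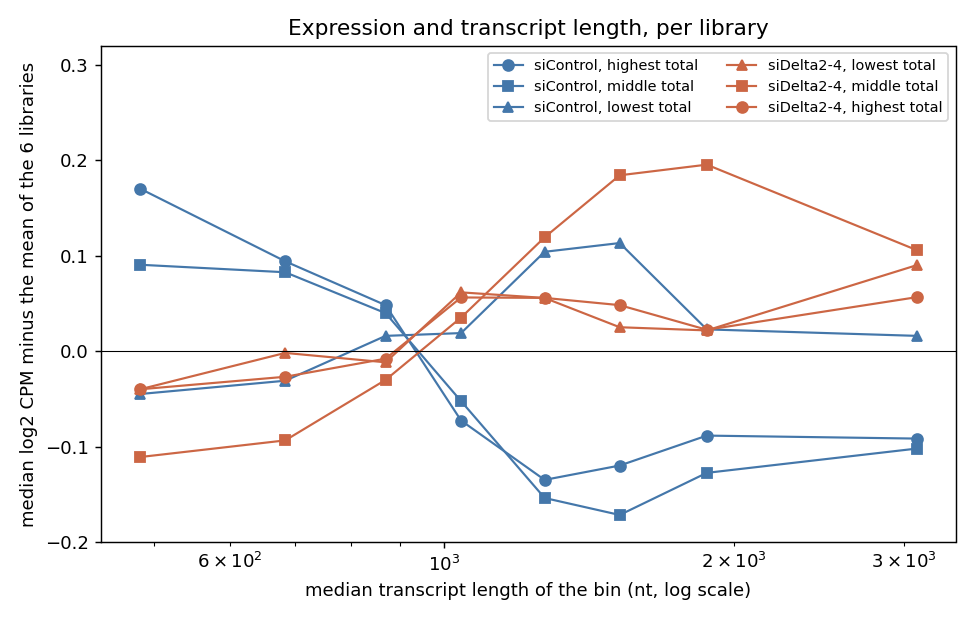
Median deviation of log2 CPM from the mean of the 6 libraries in 8 bins of genes by transcript length (nt, log scale), with one line per library. In the shortest bin, the siControl libraries with the highest and middle totals lay at 0.17 and 0.09, and the siControl library with the lowest total lay at -0.045 beside the siDelta2-4 libraries.

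Among 6768 transcript models tested, 468 had an adjusted p under 0.1 in edgeR, 267 higher and 201 lower, and 184 of these were among the 2194 known models tested. They belonged to 420 genes, of which 356 were also called as genes. Leaving out the siControl library with the lowest total moved this count most, to 1113, and the lowest count, 173, came without the siDelta2-4 library with the middle total. Transcript usage within genes changed for 7 of 1132 genes in the edgeR test, and 109 genes had an unadjusted p under 0.05. In KCTD2, the share of the gene's counts on a truncated TALON model of 1681 nt rose from 57.5% ± 4.48 to 68.1% ± 1.54, and the share on one of 590 nt went from 39.3% ± 4.44 to 30.1% ± 1.39 (SD, n = 3 each, edgeR adjusted p = 0.00407). This example is uncertain, because KCTD2, with 6980 counts, overlaps a gene on the other strand with 3253 counts whose reads its models could hold. Without the siControl library with the lowest total, usage changed for 61 genes, and without the siDelta2-4 library with the middle total or the one with the highest total, for 1 gene each.

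Among protein-coding genes with at least 5000 counts over the 6 libraries, 65 of 154 overlapped a gene on the opposite strand, and the count of that neighbour had a median ratio of 0.951 to the gene's own. For the 22 that overlapped a gene on the same strand, the median ratio was 0.00416. Among the 310 called annotated genes, 58 overlapped an opposite-strand gene that was also called, all 58 in the same direction.

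**Figure D4:**
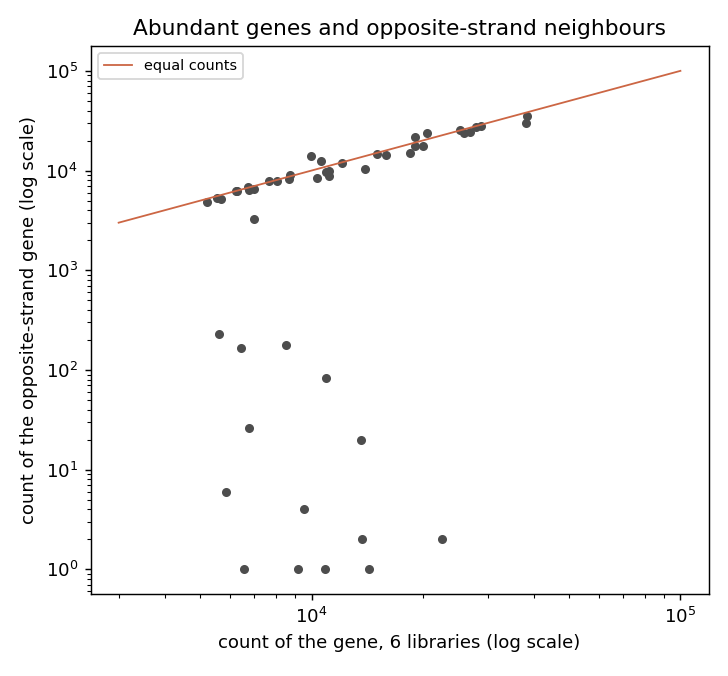
Count over the 6 libraries of an opposite-strand neighbour against the count of the protein-coding gene it overlaps (log scales), with one point for each of 49 pairs and a line for equal counts. Most neighbours lay close to the line, and the rest had few counts.

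Genes with a 7-base site for the guide strand of siDelta2-4 had a median log2 fold change that differed by -0.0103 from that of other genes, at the 15.7th percentile of random sets matched on expression (189 of 2030 genes had a site). For the passenger strand the difference was -0.051, at the 1.71th percentile (148 of 2030 genes). With 6-base sites, the alternative that moved the differences most, the guide strand difference was -0.0087, at the 6.88th percentile, and the passenger strand difference was -0.036, at the 0.13th. Against sets matched also on length, which was chosen after seeing the data, the 7-base guide strand difference lay at the 3.96th percentile and the passenger strand difference at the 1.61th, while those of the 6-base sites lay at the 0.07th and at percentile 0.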

Values the study reported

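The study reported 24 upregulated and 55 downregulated genes at q < 0.1 after knockdown of Delta 2–4 in Calu-6 cells.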

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

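The fits on known transcript models, the fits on protein-coding genes, the removal of the GC trend, the replicate block and the same row rule for both groups were chosen after seeing the data. The count columns of both groups are numbered, but the labels do not say that a number marks a shared batch, and columns with the same number did not deviate together (correlations of their deviations from the group means of 0.039, -0.136 and -0.0843 across genes). With a replicate block on the column number, 299 genes were called (171 higher and 128 lower, all among the 504), 429 transcripts and 1 gene with changed usage, RPL28, RPL32, RPL35 and RPS21 lost their calls, and no call of a family or another named gene changed. Alternatives for TERT gave no value, since the gene was not analysed here.

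The 504 gene calls stayed within 1.5 times under DESeq2 size factors (514), library totals alone (513), TMM without ribosomal protein and mitochondrial genome genes (503), no filter (416), at least 10 counts in every library (493), annotated genes alone (358), the length trend removed (451) and the same row rule for both groups (478). The split of directions did not stay: 54.0% of the calls were higher as reported, 70.4% with library totals alone and 28% with the DESeq2 Wald test. The count was 279 with DESeq2, 252 with known models alone, 203 when trends on length and GC were also removed, 214 for protein-coding genes of known models, 304 at an adjusted p under 0.05 and 11 under the fold and p limits. By construction the last pair are subsets of the calls, and the known-model fits test fewer genes (1854 against 3888). DESeq2 gave an adjusted p to 1675 genes, among which edgeR called 145 higher and 172 lower, so the genes DESeq2 tested explain part of its balance. Of its calls, 235 were also made by edgeR.

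Each fit that left out 1 library had fewer samples, and gave from 194 to 1041 genes, from 173 to 1113 transcripts and from 1 to 61 genes with changed usage. All 3 of the highest counts came without the siControl library with the lowest total, and 469 of the 504 gene calls were kept there. The cause is taken up among the other observations. For transcripts, DESeq2 gave 233 (72 higher and 161 lower) and an adjusted p under 0.05 gave 294. Usage changed for 4 genes with library totals alone and for 1 gene at an adjusted p under 0.05. The cause was not tested.

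For the families, a correlation estimated from the data kept each median and left no adjusted p under 0.1. It removed the 4 family calls: -0.085 for the cytosolic ribosomal proteins (adjusted p = 0.538), 0.43 for the mitochondrial genome (0.252), -0.080 for the nuclear respiratory chain (0.467), and 0.19 for the translation factors (0.252). The study's lists, whose tests are not read as calls, stood at -0.36 and 0.48 (0.252 each). Fry, which asks whether a family moved at all, removed the calls for the cytosolic ribosomal proteins at -0.085 (0.265) and the nuclear respiratory chain at -0.080 (0.221). Removing the length trend left the nuclear respiratory chain at -0.023 (adjusted p = 0.151) and the translation factors at 0.052 (0.243), and with no filter the translation factors had 0.18 (0.273). Without the siControl library with the highest total, the translation factors had 0.13 (adjusted p = 0.103), in a range of 0.13 to 0.19 over the 6 such fits. The mitochondrial genome kept its direction and call under all the other alternatives, from 0.30 to 0.53.

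The difference between within-group and between-group correlations was 0.0021 with the variance-stabilising transformation and 0.131 over the 500 most variable genes, and the cause was not tested. The SD of the within-group correlations moved alongside, at 0.00086 and 0.064. The shares of reads moved by less than their spread under every alternative. For the fits that left out 1 library this was bound to hold and is no evidence of stability. Leaving out 1 of 3 libraries cannot move a group mean by as much as the SD. Of 478 alternative values of the named genes, 442 kept direction and side of the threshold, 36 lost the call and 0 reversed. The DESeq2 Wald test gave an adjusted p to only 16 of the 27 named genes. The genes named for the largest changes and DKK1 lay below the smallest mean count it covered (54.2), so it did not test their calls. Of the losses, 27 came from fits that left out 1 library, 4 from the replicate block, and the other 5 were RPL35, RPS15 and RPS21 with trends on length, or length and GC, removed. Depth limited ENSG00000272688 to a lower bound, since it had 0 counts in siControl.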

Other observations

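The tests of this part were chosen after the result was seen, except the other splits of the samples and values from alternatives fixed beforehand. Those alternatives include the DESeq2 Wald test, the scalings of the libraries and the removal of the length trend from the gene fit. All patterns below were found and tested on the same data.

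The edgeR test called 272 genes higher and 232 genes lower, and DESeq2 called 78 higher and 201 lower. Those counts are higher than the values quoted from the study above. The closest alternatives were DESeq2 on annotated genes alone (54 higher and 115 lower) and on known transcript models alone (37 higher and 65 lower). The counts thus depended on the models used, and the cause of the remaining difference was not tested.

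With 3 libraries against 3 there are 10 splits, so no split count can fall under a share of 0.1. The real split was the only 1 of the 10 to give as many genes or as many transcripts, and the highest count over the other splits was 0 for both. For transcript usage, 2 of the 10 splits gave as many genes, the other with 12. For families, 1 of the 10 splits gave as many of the 5 families defined by symbols past the threshold (4), and the others gave from 0 to 3. Most of the other splits thus also called families by camera, so such a call did not require the real grouping. The usage calls were no more than another split gave. For genes, transcripts and families the real split gave the smallest share this design allows, with a narrower margin for families.

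All rows of the table had a count in siDelta2-4. Of the known models with a single count, all 3388 had it in siDelta2-4, although siDelta2-4 held 52.5% of the counts, and a gain of expressed genes would not remove the models counted in siControl alone. All 6398 unannotated models had at least 5 counts in each siDelta2-4 library, against 5173 in siControl. These values are consistent with rows chosen by their counts in the siDelta2-4 libraries. Such a choice may add to the larger number of genes detected in siDelta2-4. Depth was not the whole cause, since the groups still differed by 823 genes at equal depth. How much of this came from the choice of rows and how much from a gain in expressed genes stays open, because genes counted in siControl alone were not in the table.

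Longer genes were higher in siDelta2-4 and shorter genes lower. A candidate explanation is a difference between libraries in the length of the cDNA recovered, since longer models also rose against shorter models of the same gene (rho = 0.125 over 4188 models of 1132 genes, where the highest of 1000 shuffles was 0.0503). Per library, this trend within genes was -0.143, -0.121 and 0.0688 in the siControl libraries with the highest, middle and lowest totals, and 0.0012, 0.131 and 0.0293 in the siDelta2-4 libraries with the lowest, middle and highest totals, so it was weak in 2 of the 3 siDelta2-4 libraries and did not separate the groups. The correlation was not due to a few abundant families (rho = 0.331 without them), nor to the choice of rows (rho = 0.318 under the same row rule for both groups). Over the 10 splits of the libraries, 3 gave a correlation as strong in size, so the trend did not follow the treatment alone. A change in transcript length caused by the siRNA stays open, as untested.

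The siControl library with the lowest total lay 0.584 of the way from the other siControl libraries to siDelta2-4 on principal component 1. siDelta2-4 material mixed into it would have moved its mitochondrial genome share as far, but that share lay -0.0431 of the way (0.293%, between 0.282% and 0.313% in the other siControl libraries). The length trend may account for part of its position: genes that follow the trend moved further towards siDelta2-4 than genes that go against it (slopes of 0.326 and 0.139, a difference of 0.187, with a 95% bootstrap interval over genes of 0.0339 to 0.337). With the trend removed it still lay 0.413 of the way, and the rest is unexplained. A biological explanation was not tested, since this is 1 library.

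Opposite-strand neighbours of abundant genes had counts close to the gene's own (median ratio 0.951), and over 35 such pairs their log2 fold changes were correlated (Pearson r = 0.914, across genes). Same-strand neighbours did not (median ratio 0.00416). This is consistent with reads of both cDNA strands being counted, in which case molecules of 1 gene may appear under 2 genes and the number of called genes may exceed the number of changed loci. Of the called genes, 186 were TALON antisense genes. MICOS13, CAND2 and WDR38, named here after their values were seen, are such neighbours of RPL36, RPL32 and RPL35. Antisense transcription of the same size as the gene at most of these loci was not tested in another way.

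Annotated retrocopies of ribosomal protein genes held 6.34% of all counts, and 17 of 85 ribosomal protein genes had fewer counts than their retrocopies. Reads moving between a gene and its copies would leave the pooled counts unchanged, but pooling gave a median log2 fold change of -0.097 for the family, beside -0.086 for the genes alone. For the study's 12 translation genes the pooled median was -0.38, with all 12 lower (from -0.57 to -0.23). The retrocopies were lower for all 9 of these genes that had a retrocopy count, where reads moving to them would have raised them. Retrocopies can hold reads of the gene itself, so their fall was no independent evidence that the genes fell. The length trend was no whole cause of the family's fall either: the median over known models was -0.126, against a median of -0.056 over 10000 random sets matched on length and expression, and lay at the 0.01th percentile of them. The random sets shared genes, and some of those genes are opposite-strand neighbours of ribosomal protein genes. The match on expression was also incomplete, with a mean log2 CPM of 11.2 for the family and 10.4 for the matched genes. A small fall relative to other genes stays open as a hypothesis, with no change in the share of counts detectable here.

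The rise of the mitochondrial genome genes stayed at a median of 0.40 with the length trend removed, at 0.34 with trends on length and GC removed over known models, and at 0.40 or above over the 4 scalings. Nuclear copies of these genes held 13 counts in all, against 24098 for the mitochondrial genes. As none of these tests accounts for it, a response of mitochondrial transcripts to the treatment is a candidate explanation, with the limits that the groups held 3 libraries and that the call was lost when the correlation was estimated from the data.

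For the siRNA seed sites, genes were also compared with 104 shuffled sites of the same bases, after trends on length and expression were removed. With the trends removed, the guide strand difference was -0.083, at the 5.77th percentile of the shuffled sites. The passenger strand difference was -0.110, at the 13.5th. The random sets ranked the passenger strand lower (1.71th percentile), and the shuffled sites had differences below 0 themselves (medians of -0.032 and -0.065), so base composition may contribute. The 6-base sites, which ranked lower than the 7-base sites against the random sets, were not compared with shuffled sites. A seed effect and base composition cannot be told apart here, because the rank depends on which background is used.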
